A study of Mus musculus with 9 samples. Its data were reported in "Lactate and histone H3K18 lactylation are associated with metabolic control of gene expression in the retina" (2026).

How the data were processed

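RNA-seq of retinal explants was analysed in 9 libraries, 5 of control explants and 4 of explants cultured with 2-deoxy-D-glucose (2-DG). Per the labels, retinas of wild-type C57BL/6J mice at postnatal day 28 were cultured for 48 h in medium with 5 mM glucose, with 20 mM 2-DG in the treated group, rinsed and held for 1 h in Krebs' Ringer medium, and used for total RNA. Libraries were made with a stranded total RNA kit from 4 ng of RNA with 13 cycles of PCR and sequenced as read pairs of 101 bases. The labels give 1 batch for every library. Groups and replicate numbers were taken from the sample titles, and 0 columns of the gene and transcript tables remained without a sample.

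The authors deposited estimated counts per gene (55487 Ensembl mouse genes) and per transcript (142699 transcripts), not scaled between libraries. The aligner and the quantification tool are not stated in the labels or files. Values of the gene table are fractional, and a gene is not the sum of its transcripts. How gene and transcript values relate is not stated. The authors also deposited CPM on a scaled library size, which was not used for tests here, and a comparison table of 2-DG against control with a log2 fold change, a mean log2 CPM, an F statistic, a p-value and an adjusted p-value for each of 12568 genes, made by the authors with edgeR's quasi-likelihood test. The table's values appear only where it is named.

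Estimated counts were rounded to whole numbers, which changed the total of any library by at most 0.00377%. Gene expression was compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, scaled with TMM, and tested with glmQLFit (legacy=TRUE, robust=FALSE) and glmQLFTest on all 9 libraries with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the 21049 genes kept. The threshold was an adjusted p-value of 0.05, with a second count at an absolute log2 fold change of at least 1. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. CPM were computed on the TMM-scaled library size. Principal components were computed from log2 CPM with a prior count of 2. The transcript table was tested in the same way over 62900 transcripts; the uncertainty of dividing reads between transcripts is not part of the deposited counts.

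The 17 gene sets were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. Sums of CPM over 6 lists of genes from other tissues (skeletal muscle, lens, retinal pigment epithelium, corneal epithelium, red blood cells, and vessels with pericytes) were compared on log2(sum + 1), and 7 measures of library composition and 4 principal components on their own scale, with an exact two-sided permutation test of the difference of means. The smallest p-value this design can give is 0.00794. The permutation tests of principal components 2 to 4 and of the sets' mean log2 CPM were not planned. Otherwise the test, the samples, the lists, the thresholds, the alternatives and the rule for the genes named were chosen before the data were examined. The study and its supplementary lists had been read by then, so members of the ER chaperone, interferon, histone, glia and p53 lists in particular include genes that the study had already listed from these libraries, and tests of those lists are not independent evidence. The rule named the 6 genes that the study's text gives for 2-DG whatever their values, up to 6 protein-coding genes in each direction past the threshold with a 2-fold change and groups that do not overlap, and the 3 members with the smallest adjusted p-value of each set past the threshold. The 4 added alternatives (2 surrogate variables from sva 3.50.0, the mitochondrial percent, or Xist as covariates, and the genes of the deposited table without control replicate 2 under robust=TRUE), together with the fits without each library in the comparison with the deposited table, were chosen after the data had been seen. Before these were settled, 3 surrogate variables and the leading principal components as covariates, as well as several dispersion, rounding and library size settings meant to match the deposited table, had also been tried on the deposited table's genes and are not reported.

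Gene symbols were taken from the gene name table (99.4% of IDs had a symbol) and, for symbols not found there, from RefSeq synonyms on GRCm38.p6. Coordinates are on GRCm38, from the deposited table or, where it lacks the gene, from GENCODE M21, which also gave exon length, GC content, biotype and chromosome. For the measures of library composition and the rule for the genes named, the biotype came from the deposited comparison table instead. Shares of counts by biotype therefore cover only its 12568 genes. Reads of replication-dependent histone genes, Ifit3 and Ifit3b, Hspa1a and Hspa1b and other near-identical genes can be shared between copies, so values of single members of such families are uncertain.

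Totals ranged from 11318087 to 51802230 counts per library. A floor of 3 counts corresponds to between 0.0556 and 0.255 CPM. Intervals for shares of counts in single libraries are 95% Wilson intervals; the reads carry no molecular identifiers here, so intervals and floors cover counting error only.

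The fits were also tested on simulated data. Counts were drawn for the genes kept, from the control means and the library sizes of the deposited table, with 200 genes changed 4-fold. The changed genes had at least 5 CPM. All genes were given the same dispersion and drawn independently, with no hidden difference between libraries. With a dispersion of 0.02, edgeR recovered 100% of the changed genes and called 5 unchanged genes among 20622 genes run. With the common dispersion of the data, 0.265, edgeR recovered 51.5% and called 2 unchanged genes among 20539. DESeq2 1.42.0 recovered 66.5% there with 36 unchanged genes called, limma-voom 45.5% with 2, and edgeR with 2 surrogate variables 34% with 0, each among 20539. Camera and fry each called both changed sets and 0 of the unchanged sets. Since the simulated genes were independent, these runs cannot show false calls that come from correlated genes, for sets or with surrogate variables.

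Other scalings (DESeq2 size factors, upper quartile, library size only), other filters (none, at least 1 CPM in at least 4 samples, the genes of the deposited table, protein-coding nuclear genes), legacy=FALSE, robust=TRUE, DESeq2's Wald test, limma-voom with sample quality weights, the replicate number as a block, and leaving out each library in turn were tried as alternatives. Lists were also compared with a pseudocount of 0.1 and with CPM on the library size alone, library composition over nuclear genes alone, and principal component 1 with a prior count of 0.5, with the 500 most variable genes, and with DESeq2 size factors. Results were also compared with 100 splits of the libraries into groups of the same sizes, the real one included. Figures were drawn with matplotlib 3.10.9. Sequencing of chromatin marks and explants in other glucose concentrations were not analysed here.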

Results

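RNA-seq measured gene expression in retinal explants of mice at postnatal day 28 that were kept for 48 h in 5 mM glucose, either alone (control, 5 libraries) or with 20 mM 2-DG, a glucose analog that enters cells and blocks glycolysis (4 libraries). The control libraries held 24452355, 14802708, 12054344, 37470478 and 31320913 estimated counts in the order of their replicate numbers, and the 2-DG libraries 11318087, 31502452, 51802230 and 42680190. Between 25405 and 31231 genes had at least 1 count per library. The comparison asked how a block of glycolysis changes gene expression within the culture period.

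Libraries of one group differed from each other as much as libraries of different groups. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.877 to 0.967 between control libraries, 0.897 to 0.977 between 2-DG libraries and 0.868 to 0.968 between the groups. Principal component 1 carried 41.7% of the variance and did not separate the groups (difference of mean scores −47, exact permutation p = 0.413, adjusted p = 0.825 over 4 components, with scores from −68.4 to 123.6 in control and from −80 to 101.3 in 2-DG libraries). Of the alternatives for component 1, the one that moved its exact p-value most gave 0.246. Component 2 carried 22.2% of the variance, and control replicate 2 had a score of 143.3 on it, against −45.5 to 18.9 in the other libraries. Component 3 carried 12.1% of the variance and separated the groups: all 4 2-DG libraries (17.9 to 62.1) lay above all 5 control libraries (−49.6 to −12.9), with an exact permutation p of 0.00794 and an adjusted p of 0.0317. Only the test of component 1 had been planned, so this adjusted p depends on the choice of 4 components. Component 3 was not tested under the alternatives.

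**Figure D1:**
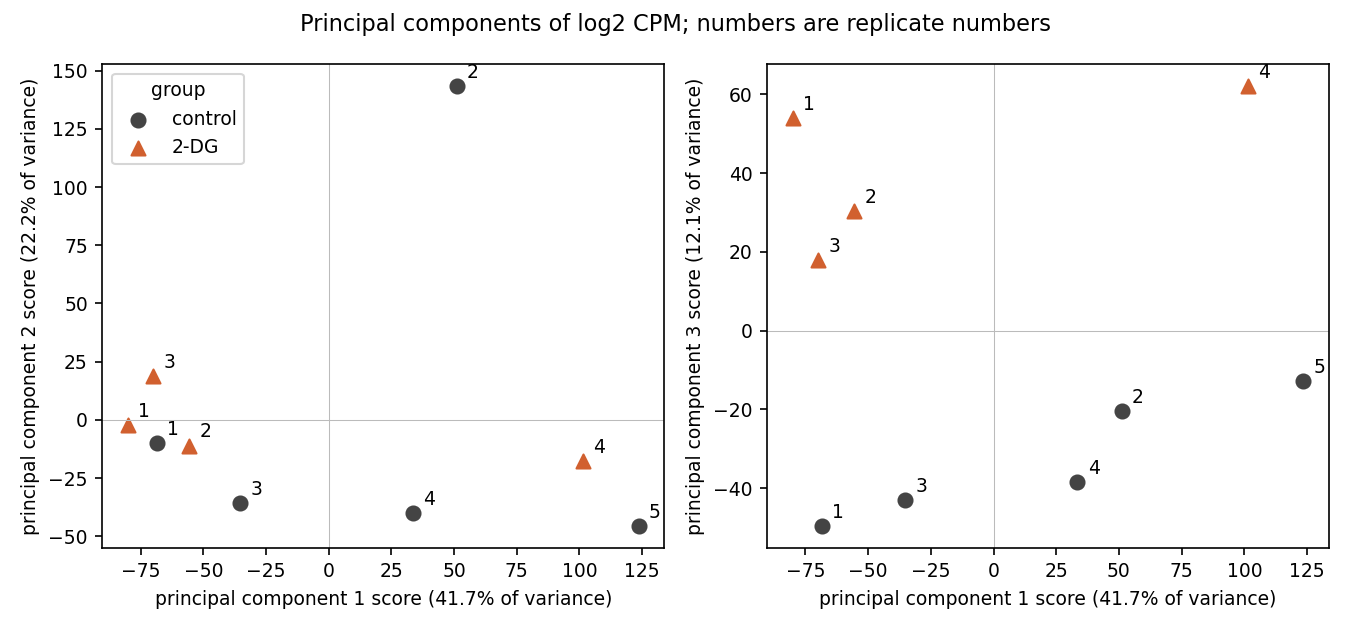
Scores of the 9 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, with the percent of variance in the axis labels; points are libraries, numbered by replicate. Control replicate 2 stands alone on component 2, and the groups separate on component 3, which carries 12.1% of the variance.

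Of 21049 genes tested with edgeR, 0 had an adjusted p-value under 0.05, and the smallest adjusted p was 0.181, for Pdia4 (log2 fold change 1.70, higher in 4 of 4 2-DG libraries). At an unadjusted p under 0.05 there were 1526 genes, 509 higher and 1017 lower in 2-DG, where 1052 are given by chance. This number depended on single libraries: it was 921 (4.63% of the genes tested) without control replicate 4, 1044 (4.79%) without 2-DG replicate 1, 1078 (5.10%) without 2-DG replicate 2 and 2721 (12.9%) without 2-DG replicate 4. The split into higher and lower genes depended on the settings. There were 293 higher and 1376 lower with library size only, 321 and 1278 with upper-quartile scaling, and 1961 and 2080 with 2 surrogate variables. With DESeq2 size factors the split stayed close, at 534 and 1003. Of the 1526 genes, 1022 changed at least 2-fold, 164 higher and 858 lower. These numbers depended on single libraries as well: they were 216 higher and 547 lower without control replicate 5, 110 higher and 571 lower without control replicate 4, and 286 higher and 1818 lower without 2-DG replicate 4. An adjusted p under 0.25 was reached by 4 genes, Pdia4, H1f4, H1f3 and Igsf5, the last named here after its value was seen. The groups did not overlap in 617 genes, 2.93% of those tested, where chance gives 1.59%. The common dispersion was 0.265, a biological coefficient of variation of 51.5%. The number past the threshold depended on the test: limma-voom with sample quality weights, the alternative that moved it most, called 1222 genes. Without control replicate 2 edgeR called 16 genes, 1 higher and 15 lower, and without 2-DG replicate 4 it called 2, Pdia4 and Sdf2l1, both higher.

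Across all genes tested, the median log2 fold change was −0.01 and 50.8% of genes were lower in 2-DG. Under upper-quartile scaling, the alternative that moved the median most, it was −0.09.

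The 6 genes that the study's text names for 2-DG were examined first. Pdia4 (ENSMUSG00000025823, chromosome 6, 47796141 to 47813430) encodes a protein disulfide isomerase of the endoplasmic reticulum and rose from 45.6 ± 5.54 CPM (SD, n = 5) in control to 147.9 ± 35.1 CPM (SD, n = 4) in 2-DG explants. Its log2 fold change was 1.70 with a standard error of 0.21, and its groups did not overlap. The transcription factor gene Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) had 33.4 ± 15.6 CPM in control and 7.79 ± 3.39 CPM in 2-DG explants, a log2 fold change of −2.11 (SE 0.53, adjusted p = 0.524, below the control mean in 4 of 4 libraries). Frat2 (ENSMUSG00000047604, chromosome 19, 41845972 to 41848132) had 27.5 ± 11.8 and 9.56 ± 2.26 CPM, a log2 fold change of −1.53 (SE 0.37, adjusted p = 0.514, below the control mean in 4 of 4). Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) had 52 ± 38.1 and 10.3 ± 7.02 CPM, a log2 fold change of −2.34 (SE 0.94, adjusted p = 0.656, below the control mean in 4 of 4). Fgl2 (ENSMUSG00000039899, chromosome 5, 21372642 to 21378374) had 14.2 ± 10.1 and 3.53 ± 1.5 CPM, a log2 fold change of −2.01 (SE 0.78, adjusted p = 0.636, below the control mean in 4 of 4). Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 1355 ± 606 and 602 ± 262 CPM, a log2 fold change of −1.17 (SE 0.48, adjusted p = 0.656, below the control mean in 4 of 4). The groups of these 5 lower genes overlapped, since control replicate 2 lay within or below the range of the 2-DG libraries: it had 0.716 CPM of Sprr1a, 12.4 of Frat2, 6.16 of Egr3, 0.644 of Fgl2 and 344 of Egr1. All 6 genes had an unadjusted p under 0.05 and all 6 were under 0.05 when adjusted over the list alone (highest 0.0334), which is not independent evidence, because the study chose the list on these samples. Only 3 of the 6 had an unadjusted p under 0.05 without control replicate 4 or without 2-DG replicate 2, 4 without control replicate 5, 2-DG replicate 3 or 2-DG replicate 4, and 5 without control replicate 3 or 2-DG replicate 1. Over all genes tested, 0 of the 6 were under 0.05. Without control replicate 2, Pdia4 (log2 fold change 1.64, adjusted p = 0.0386) passed, as did Egr3 (Egr3 log2 fold change −2.38, adjusted p = 0.0449), and without 2-DG replicate 4 Pdia4 passed (1.84, adjusted p = 0.0441). The other 4 genes did not pass in any of the 9 fits that each left out one library.

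**Figure D2:**
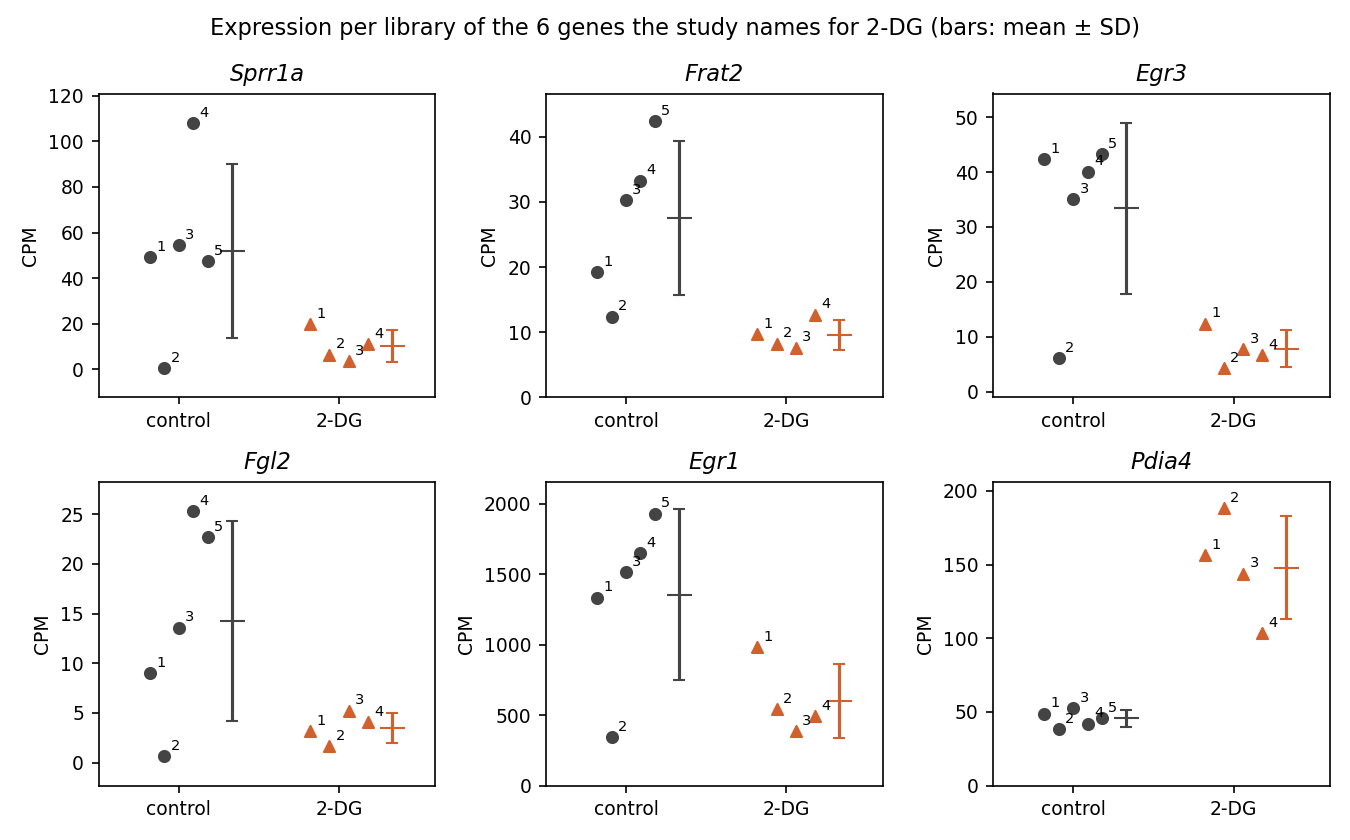
CPM of the 6 genes in each library (points, numbered by replicate) with the mean and SD of each group beside them. Pdia4 is the only one of the 6 whose groups do not overlap, from 38.5 to 52.7 CPM in control and from 103.2 to 188 CPM in 2-DG libraries.

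Of the 17 gene sets, 7 had a camera adjusted p under 0.05, 3 of them higher and 4 lower in 2-DG. Only the calls of ER chaperones and of replication-dependent histones held under fry, and only that of ER chaperones under an estimated correlation. Leaving out control replicate 2 moved the number of sets most among the fits without a single library, to 12, and adding 2 surrogate variables raised it to 13.

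All 22 tested members of the set of ER chaperones and genes of the unfolded protein response were higher in 2-DG, with log2 fold changes from 0.10 to 2.54 and a median of 0.94. The adjusted p-value was 1.3e-34 with camera, 0.00406 with fry and 0.0319 with an estimated correlation. The mean log2 CPM of the set was 6.09 ± 0.18 (SD, n = 5) in control and 7.05 ± 0.28 (SD, n = 4) in 2-DG libraries, and its exact permutation p was 0.00794, the smallest the design gives, or 0.135 adjusted over 17 sets, so that no single set can pass this test. Of its members, 17 were under 0.05 adjusted over the list alone, 0 over all genes (18 at an unadjusted p under 0.05), and the groups of 15 did not overlap. After Pdia4 the members with the smallest adjusted p were Hyou1 (ENSMUSG00000032115, chromosome 9, 44379490 to 44392369; log2 fold change 1.18, SE 0.19, adjusted p = 0.300, higher in 4 of 4) and Sdf2l1 (ENSMUSG00000022769, chromosome 16, 17130138 to 17132383; 2.54, SE 0.44, adjusted p = 0.380, higher in 4 of 4). Hyou1 had 110.6 ± 12.4 CPM in control and 251 ± 33 CPM in 2-DG libraries, and Sdf2l1 4.39 ± 1.31 and 25.6 ± 13.5 CPM.

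All 21 tested members of the 30 listed replication-dependent histone genes were lower in 2-DG, with log2 fold changes from −2.78 to −0.10 and a median of −1.72. The adjusted p-value was 5.2e-20 with camera, 0.0468 with fry and 0.113 with an estimated correlation. The mean log2 CPM of the set was 1.27 ± 0.55 in control and −0.22 ± 0.68 in 2-DG libraries (exact permutation p = 0.0159, adjusted p = 0.135 over 17 sets). Of its members, 10 were under 0.05 adjusted over the list alone, 0 over all genes (10 at an unadjusted p under 0.05), and the groups of 6 did not overlap. Reads can be shared between these near-identical genes, so single values are uncertain. H1f4 (ENSMUSG00000051627, chromosome 13, 23620629 to 23622558) fell from 9.73 ± 2.66 to 1.67 ± 0.49 CPM (log2 fold change −2.54, SE 0.36, adjusted p = 0.189, lower in 4 of 4). H1f3 (ENSMUSG00000052565, chromosome 13, 23553262 to 23560686) fell from 7.66 ± 0.86 to 1.19 ± 0.57 CPM (−2.66, SE 0.38, adjusted p = 0.189, lower in 4 of 4). H2ac6 (ENSMUSG00000069270, chromosome 13, 23681467 to 23683948) had a log2 fold change of −2.50 (SE 0.56, adjusted p = 0.495, lower in 4 of 4).

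The other 5 sets under 0.05 with camera had no call under fry or an estimated correlation. The immediate-early set was lower (18 of 20 members lower, median log2 fold change −0.81, camera adjusted p = 1.4e-08), as was the interferon-stimulated set (28 of 30 lower, median −0.94, camera adjusted p = 5.2e-07). The ATF4 amino acid response set was higher (19 of 24 higher, median 0.46, camera adjusted p = 0.000682), and without 2-DG replicate 4 it was not past the threshold (camera adjusted p = 0.201). The Müller glia set was lower (8 of 12 lower, median −0.46, camera adjusted p = 0.00706), but not past the threshold without control replicate 5 (0.100) or 2-DG replicate 1 (0.102). The bipolar and amacrine cell set was higher (12 of 16 higher, median 0.28, camera adjusted p = 0.0309), but not past the threshold without control replicate 5 (0.599), 2-DG replicate 1 (0.173) or 2-DG replicate 3 (0.376). On their mean log2 CPM these 5 sets gave exact permutation p-values of 0.0873, 0.294, 0.389, 0.175 and 0.548 in this order, adjusted over 17 sets 0.495, 0.826, 0.826, 0.594 and 0.846. The members of these sets with the smallest adjusted p were Arc (log2 fold change −2.92, SE 0.68), Egr3 and Egr2 (−1.87, SE 0.52) in the immediate-early set, Trim30a (−1.85, SE 0.43), Oas2 (−2.17, SE 0.71) and Ifit3b (−1.66, SE 0.58) in the interferon set, Gpt2 (1.23, SE 0.23), Aldh18a1 (0.84, SE 0.28) and Slc7a11 (1.73, SE 0.69) in the ATF4 set, Sox9 (−2.20, SE 0.57), Sox2 (−1.17, SE 0.35) and Vim (0.67, SE 0.29) in the Müller glia set, and Prkca (1.10, SE 0.70), Otx2 (0.55, SE 0.39) and Slc6a9 (0.62, SE 0.45) in the bipolar and amacrine set. Adjusted p-values of these genes lay between 0.380 (Gpt2) and 0.792 (Slc6a9). Each moved in its stated direction from the control mean in 4 of 4 2-DG libraries, except Prkca and Otx2 (3 of 4) and Slc6a9 (2 of 4). Some of these log2 fold changes depended on single libraries. Across the fits without each library, Slc7a11 ranged from 0.56 to 2.04 and Slc6a9 from 0.02 to 0.87. Otx2 ranged from 0.29 to 0.82 and Prkca from 0.71 to 1.46.

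The remaining 10 sets were not past the threshold with camera: cell cycle (median log2 fold change 0.39, adjusted p = 0.0696), heat shock (−0.20, 0.107), cone photoreceptor (0.43, 0.175), microglia (0.25, 0.175), rod photoreceptor (−0.53, 0.189), ganglion cell (−0.37, 0.338), p53 targets (−0.15, 0.413), and glycolysis and lactate (−0.02), mitochondrially encoded mRNA (0.04) and reactive glia (−0.06), each with an adjusted p of 0.897. Camera compares the mean statistic of a set with that of the other genes. It gave the glycolysis set as higher and the mitochondrial set as lower, opposite to the sign of their medians. In the gene set rod photoreceptor 24 of 25 members were lower and in the ganglion cell set 12 of 12, but the mean of control replicate 2 was the highest of all libraries in the rod set (10.06 log2 CPM), and without it the direction of both sets reversed (adjusted p 0.0764 and 0.631).

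**Figure D3:**
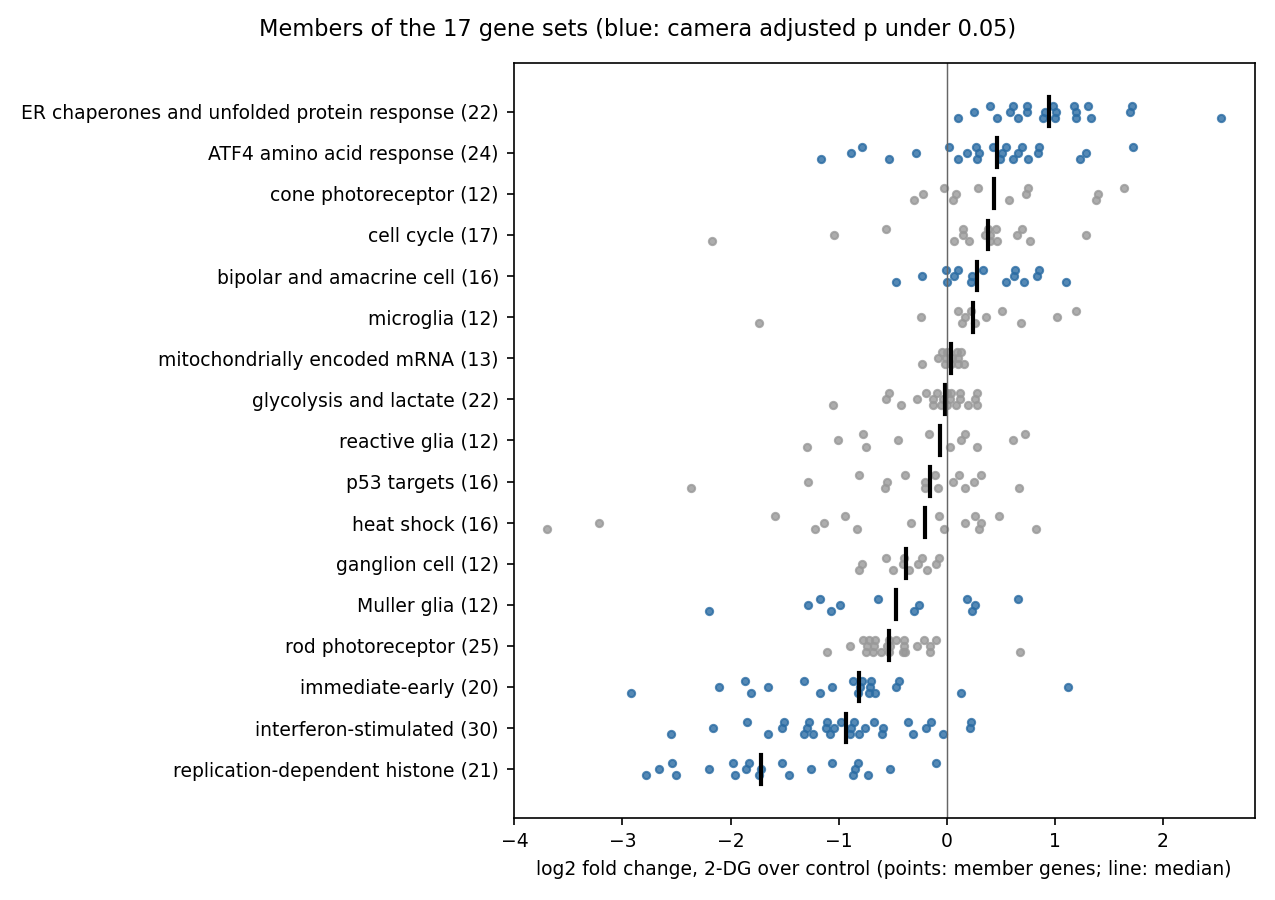
Log2 fold changes (2-DG over control) of the tested members of the 17 gene sets, with the median of each set as a line and the number of members in brackets; sets with a camera adjusted p under 0.05 are blue. All 22 ER chaperone members lie above 0 and all 21 histone members below 0.

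Of 7 measures of library composition, 0 differed between the groups after adjustment, and 2 measures had an unadjusted exact permutation p under 0.05. With the smallest exact p of this design, a single measure adjusted over 7 can reach only 0.0556, so it cannot pass alone. Shares by biotype cover only genes of the deposited comparison table. Counts in its genes of the biotype TEC (loci that the annotation holds back for experimental testing) were 0.183 ± 0.0291% of a control library and 0.149 ± 0.00488% of a 2-DG library (exact permutation p = 0.0159, adjusted p = 0.111). These groups did not overlap (lowest control 0.163%, highest 2-DG 0.156%). Counts in its lincRNA genes were 1.45 ± 0.206% and 1.14 ± 0.133% (exact permutation p = 0.0476, adjusted p = 0.167). Mitochondrial genes took 6.96 ± 3.32% and 6.66 ± 4.77% (exact permutation p = 0.849), with a lowest share of 3.4% and a highest of 13.6%. Total counts did not differ past the spread between libraries (exact permutation p = 0.302).

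Of the 6 lists of genes from other tissues, 0 differed between the groups. Summed CPM was 20 ± 9.59 in control and 14.5 ± 6.22 in 2-DG libraries for skeletal muscle (exact permutation p = 0.389) and 23.1 ± 7.41 and 14.7 ± 8.85 for lens (exact permutation p = 0.175). It was 16.6 ± 5.16 and 90.1 ± 142 for retinal pigment epithelium (exact permutation p = 0.563), where 2-DG replicate 3 had 302 CPM, and 5.32 ± 2.10 and 3.99 ± 1.27 for corneal epithelium (exact permutation p = 0.365). It was 15.7 ± 9.09 and 11.1 ± 6.36 for red blood cells (exact permutation p = 0.492) and 1291 ± 774 and 1433 ± 1048 for vessels with pericytes (exact permutation p = 0.865). Adjusted over the 6 lists, these p-values lay between 0.676 and 0.865.

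Of 62900 transcripts tested with edgeR, 0 had an adjusted p-value under 0.05, with a smallest of 0.0896. At an unadjusted p under 0.05 there were 2171 transcripts, where chance gives 3145.

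The authors' deposited table holds 12568 genes, of which 161 have an adjusted p under 0.05, 24 higher and 137 lower, and 127 of these changed at least 2-fold (9 higher, 118 lower). Of these 161 genes, 0 passed here on all 9 libraries, 132 had an unadjusted p under 0.05 here, and all 161 had the same sign here. Over all 12568 genes of that table, the largest difference in log2 fold change was 2.25. In the authors' deposited table the log2 fold changes of the 6 genes are −2.75 for Sprr1a, −1.80 for Frat2, −2.45 for Egr3, −2.39 for Fgl2, −1.51 for Egr1 and 1.56 for Pdia4, with adjusted p-values from 0.00331 (Pdia4) to 0.0415 (Egr1). The fit with 2 surrogate variables shared 145 calls with the table, the most of any alternative, and that with limma-voom 127.

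**Figure D4:**
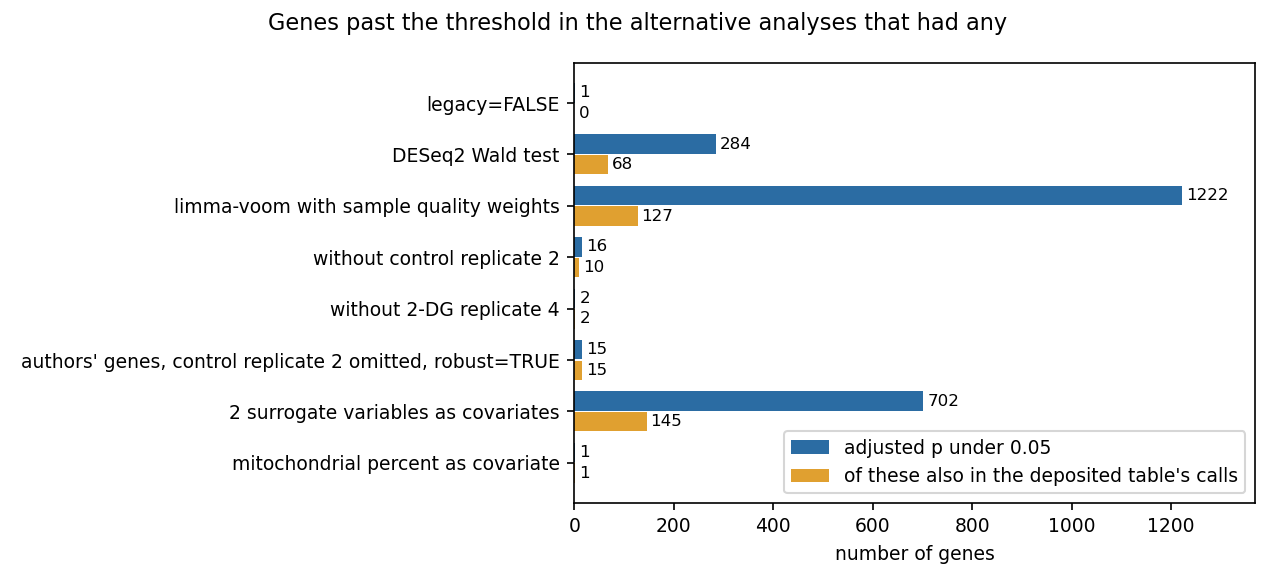
Number of genes with an adjusted p under 0.05 (blue bars) in the 8 alternative analyses that had any, and the number of these that the deposited table also calls (orange bars). The counts range from 1 to 1222 genes.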

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

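All tests of explanations here except those of length and GC content were chosen after the results had been seen, and for control replicate 2 the comparison of these by sign was chosen afterwards too. For principal component 1 the form of all tests was set after the scores had been seen, but before length and GC content were measured against them. The readings of GC content bias in that library and of the cone list in 2-DG replicate 3 were changed from argued against to open after their values were known. In 116 groups of 4 or 5 libraries, 13 values stood far from the rest of their group, where chance gives 5.8, and 6 of the 13 were in control replicate 2.

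Control replicate 2 was far from the other controls in Egr3 (6.16 CPM, next 35.1), the mean log2 CPM of the ER chaperone list (5.78), of the cone list (5.19) and of the reactive glia list (4.53), the share of counts in TEC genes (0.234%, 95% Wilson interval 0.232% to 0.237%), and the score on principal component 2 (143.3). Lower depth is argued against, since the highest component 2 score among the 2 libraries with fewer counts was −2.33. A mislabeled 2-DG library is argued against, since its ER chaperone mean (5.78) lay below the lowest 2-DG library (6.73) and its histone mean (1.46) above the highest (0.77). More rod cells and nothing else is argued against, since its cone list was 1.66 higher on the log2 scale than the mean of the other controls, while its Müller glia list was 0.02 lower and its rod list 1.99 higher. Spearman's rho of its deviations across genes, which are not independent replicates, was −0.16 with exon length. Transcript length bias is argued against as the cause, since control replicate 5 had −0.23 and lay on the other side of component 2 (−45.5). So did 2-DG replicate 4 (−17.6), where expression was as weakly correlated with length (rho 0.417, against 0.426 in control replicate 2). GC content bias remains open: rho of the deviations was 0.14, the most positive of the controls (next 0.0795), while control replicate 3 deviated the other way (−0.261). All 6 response lists (reactive glia, immediate-early, heat shock, p53, interferon and ATF4) were lower in it than in each other control, so a weaker response to explantation in this library is a candidate explanation, as a hypothesis found and tested on the same data. The design names no biological difference between control libraries.

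2-DG replicate 4 was far from the other 2-DG libraries in Arc (53.3 CPM, next 18.1), Slc7a11 (1500 CPM, next 345), the p53 list (6.63 mean log2 CPM, next 5.57) and the score on principal component 1 (101.3, next −55.7). Component 1 also split the controls, so it does not follow the groups. Library depth is argued against, since the deepest and the shallowest library differed by 10.1 in score, of a range of 203.6. The 4 libraries with a positive score were the 4 with the highest mitochondrial percent (4 of 4), the 4 with the highest share of the 10 most abundant genes (4 of 4), the 4 with the weakest rank correlation of expression with exon length (4 of 4) and the 4 with the strongest with GC content (4 of 4). Share of mitochondrial counts, a few genes taking most of the counts, transcript length bias and GC content bias are therefore all candidate explanations, which go together in these libraries. The libraries with high expression of the Y-linked gene Ddx3y (control replicates 4 and 5 and 2-DG replicate 4) also had positive scores. Control replicate 2 had a positive score with little Ddx3y (3.29 CPM). Sex-linked expression was not tested as an explanation and remains open. Of the 4 libraries with the highest vascular list 3 had a positive score, so vascular cells carried along remain open. Of the 4 libraries with the highest p53 list 3 had a positive score as well, while control replicate 2, with a positive score, had the lowest p53 list (4.79). Whether the p53 list of 2-DG replicate 4 belongs to the difference that component 1 carries cannot be told apart from a difference of its own, with so few libraries. No explanation was tested for Arc and Slc7a11 alone.

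2-DG replicate 3 was far from the other 2-DG libraries in the pigment epithelium list (302 CPM, next 44.1), the cone list (5.85 mean log2 CPM, next 3.65) and the share of TEC genes (0.156%, 95% Wilson interval 0.155% to 0.157%, next 0.147%). Of the 12 listed pigment epithelium genes 10 were highest in that library, among them Dct (89.5 CPM), Pmel (62.3), Ttr (49.0) and Tyrp1 (39.5), and 7 of the 12 passed the filter of the comparison. Pigmented tissue carried along in that library is a candidate explanation for the list. Whether it also goes with the high cone list cannot be told apart from other sources: control replicate 2, the other library with a high cone list, ranked 6 on the pigment epithelium list, and a single library excludes nothing. No explanation was tested for the TEC shares.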

How the results depend on the processing

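The settings with surrogate variables, the mitochondrial percent, Xist, and the genes of the deposited table without control replicate 2, and the fits without each library in the comparison with that table, were chosen after the data were seen. Leaving out a library also removes samples and changes the genes tested; where values below changed, the cause was not tested.

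Of the 25 alternatives to the fit across all genes, 17 called 0 genes. With legacy=FALSE 1 gene passed, Igsf5, named after its value was seen (log2 fold change 3.30), also with a 2-fold change and not among the deposited calls. DESeq2's Wald test called 284 genes, 230 with a 2-fold change, and 3 of the 6 genes named in the study. Limma-voom with sample quality weights called 1222, 923 and 4. With 2 surrogate variables there were 702, 476 and 5, with 145 shared with the deposited calls. The genes of the deposited table without control replicate 2 under robust=TRUE gave 15, 15, 2 and 15. The mitochondrial percent as a covariate gave 1 gene, Pdia4, also with a 2-fold change and shared with the deposited calls. Across the 9 fits that each left out one library, from 0 to 16 genes passed, and from 0 to 16 with a 2-fold change. From 0 to 2 study genes passed and from 0 to 10 calls were shared. Without control replicate 2 these values were 16, 16, 2 and 10, and without 2-DG replicate 4 they were 2, 2, 1 and 2. The number of genes with an unadjusted p under 0.05 ranged from 921 (without control replicate 4) to 2721 (without 2-DG replicate 4) when one library was left out. The number of study genes with an unadjusted p under 0.05 ranged from 3 (without control replicate 4 and without 2-DG replicate 2) to 6, and it was 3 with Xist as a covariate. Transcripts called stayed at 0 in all 11 alternatives run.

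The median log2 fold change of all tested genes (direction of all tested genes) moved to −0.0893 under upper-quartile scaling, −0.0651 with library size only and −0.0728 without a filter. It ranged from −0.0509 to 0.0317 across the 9 fits that each left out one library, the lowest without 2-DG replicate 4 and the highest without control replicate 2.

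The number of gene sets called was 1 with an estimated correlation, 2 with fry and 13 with 2 surrogate variables. It was 6 to 12 across the fits that each left out one library, 12 without control replicate 2 and 11 without 2-DG replicate 4. The ER chaperone set kept its direction and call in all 25 alternatives, from 1.2e-38 to 0.0319, and from 1.4e-34 to 6.6e-26 when one library was left out. The histone set kept both in 24 alternatives, from 4.3e-21 to 7.4e-15 when one library was left out, and lost its call with an estimated correlation (0.113). The immediate-early and interferon sets kept their calls without each library (from 1.1e-19 to 3.3e-05 and from 2.2e-24 to 0.000991). With an estimated correlation the adjusted p was 0.603 for the immediate-early, 0.726 for the interferon, 0.768 for the ATF4, 0.847 for the bipolar and amacrine and 0.726 for the Müller glia set. With fry it was 0.519, 0.765, 0.792, 0.792 and 0.765 in this order. The glycolysis set, higher with camera, reversed to lower (0.915).

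Upper-quartile scaling brought the gene set cell cycle past the threshold (0.0482). Without a filter the gene set mitochondrially encoded mRNA (0.966) and the reactive glia set (0.971) reversed and the cell cycle set passed (0.0360). With at least 1 CPM in at least 4 samples the heat shock set passed (0.0463) and the gene set glycolysis and lactate reversed (0.7499). On the genes of the deposited table the heat shock set (0.00656) and the gene set rod photoreceptor (0.0249) passed, the bipolar and amacrine set did not (0.0643), and the glycolysis set reversed (0.355). On protein-coding nuclear genes the heat shock set passed (0.0265) and the glycolysis set reversed (0.57).

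With the replicate number as a block, although the numbers do not pair the samples, the glycolysis (0.721), mitochondrial mRNA (0.721) and reactive glia (0.693) sets reversed. The bipolar and amacrine set (0.825) and the gene set Muller glia (0.0885) lost their calls, and the cell cycle set passed (0.00978). At an unadjusted p under 0.05 this fit had 682 genes higher and 669 lower, 267 and 553 of them with a 2-fold change, and 3 of the study genes.

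The genes of the deposited table without control replicate 2 gave heat shock 3.6e-05, p53 targets 8.1e-05, reactive glia 4.3e-05 and cone 0.0127, all past the threshold. There the gene set ATF4 amino acid response lost its call (0.0633), and the mitochondrial mRNA (0.860) and rod (0.306) sets reversed. With 2 surrogate variables heat shock (3.0e-05), the gene set p53 targets (0.00510), the gene set glycolysis and lactate (0.0421), cone (0.0381) and reactive glia (0.00198) passed. The gene set bipolar and amacrine cell lost its call (0.107), and the gene set mitochondrially encoded mRNA (0.0110) and the rod set (0.00381) reversed to higher and passed. With the mitochondrial percent as a covariate the mitochondrial mRNA set reversed (0.551). With Xist as a covariate heat shock (0.0380) and cell cycle (0.0380) passed, bipolar and amacrine did not (0.0764), and reactive glia reversed (0.993).

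Across the 9 fits that each left out one library, the ATF4 set ranged from 1.3e-07 to 0.201 (the latter without 2-DG replicate 4). The Müller glia set ranged from 2.2e-07 to 0.102, with 0.100 without control replicate 5 and 0.102 without 2-DG replicate 1. The bipolar and amacrine set ranged from 0.00024 to 0.599, with 0.599 without control replicate 5, 0.173 without 2-DG replicate 1 and 0.376 without 2-DG replicate 3. The gene set heat shock ranged from 0.00252 to 0.387 and passed without control replicates 1 (0.0370) and 2 (0.00252) and 2-DG replicate 4 (0.0253). The gene set p53 targets ranged from 0.00438 to 0.979 and passed without control replicate 2 (0.00438) and 2-DG replicate 4 (0.0253). The gene set cell cycle ranged from 0.00341 to 0.453 and passed without control replicate 5 (0.0122) and 2-DG replicates 1 (0.0428) and 3 (0.00341).

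The glycolysis set ranged from 0.0287 to 0.964. It passed as higher without control replicate 2 (0.0287) and reversed to lower without control replicates 3 (0.614), 4 (0.658) and 5 (0.599) and 2-DG replicate 3 (0.613). The mitochondrial mRNA set ranged from 0.00593 to 0.979. It passed as lower without 2-DG replicate 4 (0.00593) and reversed to higher without control replicates 2 (0.485) and 5 (0.599) and 2-DG replicates 1 (0.251), 2 (0.394) and 3 (0.979). The gene set rod photoreceptor ranged from 0.00171 to 0.613. It passed without control replicates 1 (0.00171) and 4 (0.0308) and 2-DG replicate 4 (0.0344), and reversed without control replicate 2 (0.0764). The cone set ranged from 0.00515 to 0.432. It passed without control replicate 2 (0.00515) and 2-DG replicates 1 (0.0428) and 4 (0.0337), and reversed without 2-DG replicate 3 (0.387). The ganglion cell set ranged from 0.01997 to 0.962. It passed without control replicate 4 (0.0445) and 2-DG replicate 3 (0.01997), and reversed without control replicate 2 (0.631). The microglia set ranged from 0.0194 to 0.575. It passed without control replicates 1 (0.0299) and 3 (0.0355) and 2-DG replicate 2 (0.0194), and reversed without 2-DG replicate 3 (0.575). The reactive glia set ranged from 0.00256 to 0.979. It passed without control replicate 2 (0.00256) and reversed without control replicates 1 (0.962), 3 (0.888), 4 (0.810) and 5 (0.599) and 2-DG replicates 1 (0.856), 3 (0.979) and 4 (0.696).

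The pigment epithelium list had exact permutation p-values from 0.179 to 0.786 when one library was left out and reversed without 2-DG replicate 3 (0.75). The vascular list ranged from 0.536 to 1 and reversed without control replicates 1 (0.800) and 3 (1) and 2-DG replicate 4 (0.536). The measures of library composition are given as p-values adjusted over the 7 measures. The mitochondrial percent ranged from 0.350 to 1 and reversed without control replicates 2 (0.886) and 5 (1) and 2-DG replicates 1 (0.946) and 2 (0.958). The share of the 10 most abundant genes ranged from 0.350 to 1 and reversed without control replicate 2 (0.886) and 2-DG replicates 1 (0.946) and 2 (0.964). Genes detected ranged from 0.571 to 1 and reversed without 2-DG replicate 1 (0.946). Neither list passed the threshold in any alternative run. For the composition measures, adjusted over 7 and with fewer libraries, a single measure cannot pass, so these fits say nothing about stability.

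The 25 named genes had 623 values under the alternatives. Of these 0 reversed, 560 kept their side of the threshold and 63 passed it, 5 of them when one library was left out: Pdia4, Egr3 and Trim30a without control replicate 2, and Pdia4 and Sdf2l1 without 2-DG replicate 4. DESeq2 brought 14 named genes past the threshold, limma-voom 19 and the surrogate variables 19. At the common dispersion of these data, edgeR recovered 51.5% of simulated 4-fold changes, which limits what a count of 0 genes shows. The simulated genes shared that dispersion and varied independently, so recovery in the real libraries can be lower.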

Other observations

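The counts of splits were planned before their results were seen, as were the tests with matched lists and of the summed histone counts; the other tests below were chosen after the results had been seen. Some readings were changed from argued against to open after their values were known. These were summed histone counts, RNA without a poly(A) tail, a model of 8 libraries, dividing cells and a single library behind the interferon call. The splits were 100 draws of the 9 libraries into groups of 5 and 4, the real one included.

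As the real split called 0 genes with edgeR, 100 of 100 splits called as many, and 4 of the 99 others called at least 1. In 21 of 100 splits as many genes had an unadjusted p under 0.05 (median of the others 611, highest 7406), and in 17 of 100 lower and higher genes were as uneven among those with a 2-fold change. Transcripts called were as many in 100 of 100, DESeq2 calls in 15 of 100, limma-voom calls in 17 of 100 and calls with 2 surrogate variables in 2 of 100. The calls of DESeq2 and limma-voom thus did not exceed those of other splits at a share of 0.05, while those with surrogate variables did. The highest counts of the other splits were 3605 genes with edgeR, 5743 with DESeq2, 7182 with limma-voom and 6330 with surrogate variables. Among genes with a 2-fold change, the choice of scaling is argued against as the cause of the uneven numbers. Lower genes outnumbered higher ones there at least 5.05 times under each of 4 scalings. The imbalance was smaller without control replicate 5 (547 lower, 216 higher) and larger without control replicate 2 (973 lower, 122 higher). Its size therefore depends on single libraries.

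Camera called as many sets in 87 of 100 splits (median of the others 9). The ER chaperone set had as small a p in 1 of 100 splits and the histone set in 1 of 100, the real one in both. The immediate-early set had it in 14, the interferon set in 29, the ATF4 set in 41, the Müller glia set in 32 and the bipolar and amacrine set in 58 of 100, so the camera calls of these 5 were not unusual for these libraries. The interferon call held without each library in turn, with a highest camera adjusted p of 0.000991. Since camera called a median of 9 sets in the other splits, this cannot tell whether a single library decides the difference.

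Of 10000 random lists matched to the ER chaperone genes on length, GC content and abundance, 0% had a median as high (highest 0.38, against 0.94). Of as many matched to the histone genes, 0% had a median as low (lowest −1.15, against −1.72). Length, GC content or abundance of their genes is argued against as the whole cause for both. The matched lists moved in the same direction, with a median of −0.38 for the histone genes and 0.11 for the ER chaperone genes. These properties can therefore account for part of each difference. For the ER chaperone set, a response to 2-DG is a hypothesis that these tests leave open; the list includes Pdia4, which the study picked, and other members it had listed.

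For the histone set, fewer dividing cells remain open. The cell cycle list had a median log2 fold change of 0.39, with 14 members higher and 3 lower. Its mean log2 CPM was 2.01 ± 0.35 in control and 2.23 ± 0.34 in 2-DG libraries (exact permutation p = 0.373). No fall was seen, but this difference lay within the spread between libraries. Reads shared between near-identical histone genes remain open: the summed CPM of the listed genes was 197 ± 94.1 in control and 73.3 ± 55.8 in 2-DG libraries, a log2 difference of −1.55 (exact permutation p = 0.0317), but the groups overlapped, with 157 in 2-DG replicate 4 and 117 in control replicate 1. Lower recovery of RNA without a poly(A) tail also remains open, since 118 tested small RNAs of that kind went both ways (60 lower, median log2 fold change −0.0527). Many of them had low CPM, and some near-identical copies had the same values, so they are not separate measurements. The most abundant were lower: Rn7sk (71.8 CPM in control, log2 fold change −0.64) and the copies Rn7s1 and Rn7s2 (14.4 CPM each, −0.60).

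The authors' deposited table matched the fit without control replicate 2: Pearson's r of log2 fold changes across genes, which are not independent replicates, was 0.9997, against at most 0.860 without any other library and 0.878 with all libraries. Omission of control replicate 2 from that fit is a candidate explanation for part of its 161 calls. It is argued against as the whole cause, since the same genes without that library gave 15 calls here. Whether that model held only the 8 other libraries remains open. The deposited mean log2 CPM differed by a median of 0.098 from that of the 8 libraries and by 0.103 from that of all 9, so it does not tell these apart. The degrees of freedom implied by its F and p-values (median 10.5) were more than those of the fit to 8 libraries here (median 8.49), but they depend on the prior degrees of freedom, which change with the settings. Whether further libraries were part of the authors' model was not tested.

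Expression of sex-linked genes differed between libraries. Xist had 2562, 5250, 5.57, 38.1 and 34.4 CPM in control replicates 1 to 5 and 3467, 25.2, 2677 and 8.44 CPM in 2-DG replicates 1 to 4. Ddx3y had 99.9, 62.3 and 75.0 CPM in control replicates 4 and 5 and 2-DG replicate 4, and at most 3.29 CPM in the other libraries. Control replicate 3 and 2-DG replicate 2 were low in both. These genes were chosen after their values were seen, and no explanation was tested.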
